A study of Homo sapiens with 24 samples.

How the data were processed

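RNA-seq was measured in 24 libraries, 3 for each of 8 groups: 2 pancreas cell lines under 4 treatments. Per the labels' protocols, the cells were kept for 24 h with fresh serum-free medium, with residual medium left over from vesicle isolation, or with 1e10 extracellular vesicles per well from PANC-1 or from PPCL-68 cells. Total RNA went into a non-directional library kit, so strand was not recorded. The labels' protocols state no aligner, counting tool, genome build or annotation release.

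The authors deposited one table per library with an FPKM value (reads scaled to gene length and to the total of the library) for each of 48162 genes, with the gene length, symbol, position and type, per the file headers. Replicates were not pooled. In every library 100% of the values, multiplied by gene length, were whole multiples of one step, and the multiples summed to the divisor that the step implied, to within 8.51e-10%. The number of reads assigned to genes was recovered in this way for each library, from 29209142 to 46490312. A gene needed more than 3 reads to count as above the floor. These figures cover counting error only, since amplified reads without molecular identifiers are not independent molecules. FPKM scales each library to its own total, so a change in a few abundant genes shifts all others; the 10 most abundant genes held 14.5 to 18.3% of reads in HPNE libraries and 4.33 to 5.21% in HPDE libraries. Because the library kit kept no strand, overlapping antisense genes can share reads, and the way reads of near-identical genes were assigned is not stated.

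The genome build is not named. Of 45342 genes also listed in the GRCh38 annotation used here, 0.547% had the same coordinates, and no coordinates are printed. That annotation was used only for transcript GC content. Gene symbols are those of the deposited tables, in which some are older names (IL8).

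Groups and replicate numbers came from the sample titles. The main test was limma 3.58.1 (R 4.3.3), with lmFit and eBayes with a trend, on log2(FPKM + 1). The 12 libraries of a cell line entered one fit, with treatment group as the only factor and 8 residual degrees of freedom, for genes with a mean FPKM of at least 1 over those 12. Log2 differences are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. Tests were two-sided and Benjamini-Hochberg adjusted over the genes tested, with a threshold of 0.05. The difference between the cell lines in a vesicle effect was an interaction contrast in one fit of all 24 libraries. A list of 62 unfolded protein response (UPR) genes in 3 parts (25 for ATF4, 16 for ATF6 and 21 for XBP1) and 6 comparator lists were written from general knowledge, not from a curated database. All listed genes were found in the tables; 62 of the UPR genes were tested in HPNE and 61 in HPDE. The lists were tested with camera in limma, with a preset inter-gene correlation of 0.01, adjusted over 10 comparisons for the UPR list and over 90 tests for the other lists and the parts. Per-library list means were compared by a two-sided exact permutation test in scipy 1.17.1; with 3 libraries against 3 its smallest p is 0.1.

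Genes named in the text followed a rule set before the data were examined: 6 UPR markers (HSPA5, DDIT3, ATF4, XBP1, ATF3 and HERPUD1), and, for each comparison of vesicles with residual medium and of residual medium with no treatment, up to 3 genes with the largest rise and 3 with the largest fall among those with a symbol, an adjusted p under 0.05 and no overlap between the 2 groups.

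Replicate numbers in the titles are shared by all groups, so the gene counts, the list tests and the named genes were also fitted with the replicate number as a block; the correlations between vesicle sources and the counts of shared genes were not. The other alternatives were a pseudocount of 0.1, no filter on low values, division by median-of-ratios size factors, a fit of only the 6 libraries compared, an inter-gene correlation estimated from the data, and leaving out each library in turn. limma voom on the recovered reads was added after the data had been seen, as were all alternatives for the comparator lists and the test of the UPR list between the cell lines.

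The pipeline was tested on simulated reads drawn from the means, spread and library sizes of the real libraries. With 200 genes changed 2-fold, it recovered 95.5% of them among 12165 genes in the HPDE simulation, with 10 unchanged genes called, and 74.5% among 11414 genes in the HPNE simulation, with 12 unchanged genes called. With no gene changed it called 0 genes in each. Only means, spread and library sizes were taken from the real libraries, so a shift shared by many genes of a library was not simulated. In each HPNE group a library lay apart from a close pair, at 2.05 to 3.31 times their distance. The real comparisons of vesicles with controls also called 2430 to 8281 genes, far more than the 200 changed here. The simulation thus does not show the error rate for the HPNE data or for changes this broad. Protein data were not analysed here.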

Results

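Gene expression was profiled by RNA-seq to ask how vesicles from pancreatic cancer cells affect normal pancreas cells, with attention to the unfolded protein response (UPR), the program cells start when misfolded proteins build up in the endoplasmic reticulum. The recipient cells were hTERT-HPNE (here HPNE), a pancreas line immortalised with the telomerase gene, and HPDE-H6c7 (here HPDE), an immortalised line of pancreatic duct epithelium. Each line received vesicles (EV) from PANC-1, a pancreatic carcinoma line, or from PPCL-68 cells. There were 2 controls: fresh medium (untreated) and the residual medium that remained after vesicles had been isolated. Each of the 8 groups had 3 libraries. Reads assigned to genes numbered 29874928 to 46490312 per library in HPNE and 29209142 to 42206773 in HPDE, and 19797 to 23310 genes had at least 1 read.

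Genes that tell the lines apart were examined first. TERT had 201.4 ± 113 FPKM in HPNE and 1.94 ± 0.65 FPKM in HPDE (SD, n = 12 libraries of each line). VIM had 294 ± 124 FPKM in HPNE and 23.5 ± 2.66 FPKM in HPDE. EPCAM had at most 12 reads in any HPNE library and 172 ± 15.6 FPKM in HPDE. KRT19 ranged from 0 to 0.905 FPKM in HPNE and from 317 to 1140 FPKM in HPDE. The ranges of the lines did not overlap for any of these 4 genes.

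Replicates differed in spread between the lines. In HPDE the 4 treatment groups held 88.0% of the variance of log2(FPKM + 1), and in HPNE they held 73.0%. In each HPNE group 2 libraries lay close together and 1 lay apart. The root mean square log2 distance to the library that lay apart was 2.05 to 3.31 times the distance within the close pair, against 1.08 to 1.24 times in HPDE. The libraries apart were replicate 3 of untreated and of residual medium and replicate 1 of PANC-1 EV and of PPCL-68 EV. No pair of libraries of one group agreed within sampling noise, and all were counted as separate replicates, as labelled. The chi-square per degree of freedom ranged from 3.9 to 149 over these pairs; repeat preparations of one culture can also exceed sampling noise, so this does not show that the close pairs are separate cultures.

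**Figure D1:**
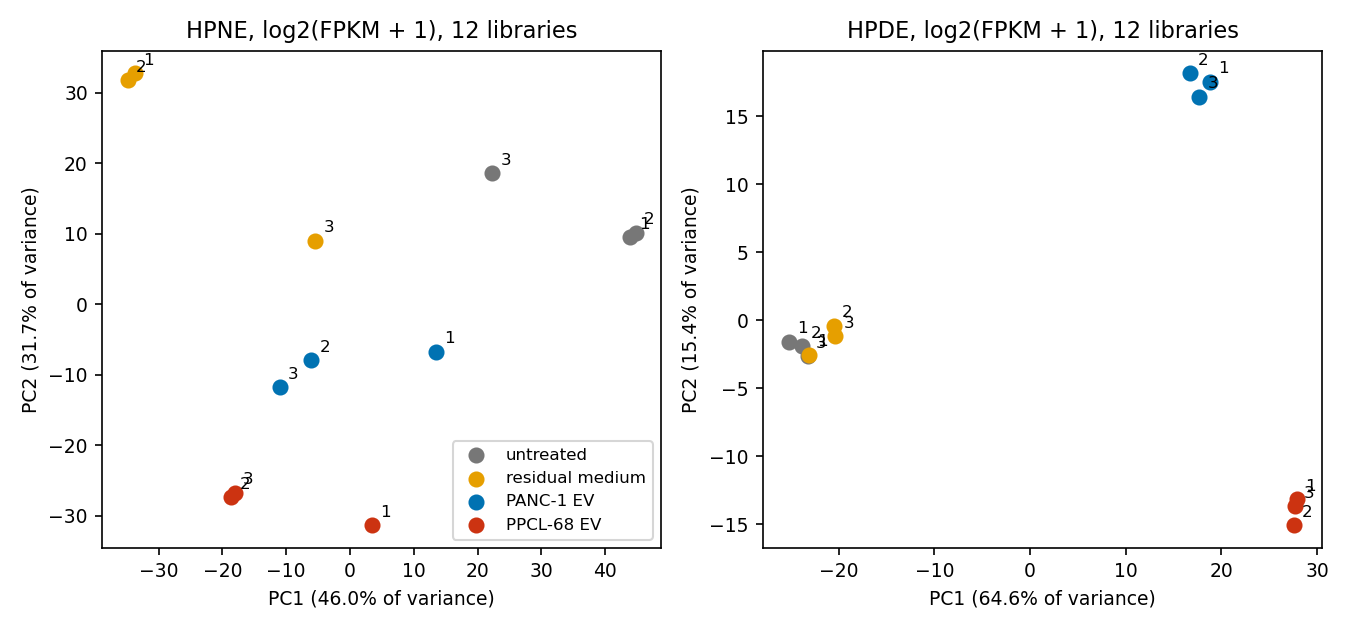
Principal components of log2(FPKM + 1) in HPNE (left) and HPDE (right), 1 point per library, numbered by replicate and coloured by treatment. PC1 and PC2 hold 46.0% and 31.7% of the variance in HPNE and 64.6% and 15.4% in HPDE; in HPNE 1 library of each group lies apart from the other 2.

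The first comparison asked which genes differed after vesicles relative to residual medium. In HPNE, 2784 of 11503 genes differed after PANC-1 EV (1599 higher, 1185 lower) and 4595 after PPCL-68 EV (2334 higher, 2261 lower), by limma with Benjamini-Hochberg adjustment. In HPDE, 7736 of 12223 genes differed after PANC-1 EV (3449 higher, 4287 lower) and 8281 after PPCL-68 EV (3826 higher, 4455 lower). Most differences were small. Those of at least 1 on the log2 scale numbered 322 and 704 in HPNE and 293 and 488 in HPDE, in the same order. Without single libraries the first of these numbers ranged from 186 to 679. By limma voom on the recovered reads they were 573 and 1121 in HPNE and 547 and 875 in HPDE. With the replicate number as a block, the counts of all genes that differed were 2579 and 4521 in HPNE and 7525 and 8081 in HPDE. Same-numbered libraries of these groups did not deviate together: the correlation across genes of their deviations from the group means was -0.089 and -0.148 in HPNE and -0.115 and -0.141 in HPDE. Over all group pairs its mean was 0.027 in HPNE, with a range from -0.432 to 0.452, and -0.041 in HPDE. The HPNE count for PANC-1 EV was the least stable of these 4. It fell to 1436 when only the 6 libraries compared entered the fit, and division by size factors changed its split to 1341 higher and 1850 lower. Size factors also turned the HPNE split for PPCL-68 EV, to 2153 higher and 2725 lower. In HPDE they narrowed the splits to 3767 higher and 3864 lower with PANC-1 EV. With PPCL-68 EV the HPDE split became 4088 higher and 4133 lower.

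Relative to untreated cells, 2430 genes differed after PANC-1 EV in HPNE (1105 higher, 1325 lower) and 4891 after PPCL-68 EV (2151 higher, 2740 lower). In HPDE, 7413 (3214 higher, 4199 lower) and 8100 (3684 higher, 4416 lower) genes differed. With the replicate number as a block these counts were 2462, 4880, 7171 and 7932, with correlations of same-numbered deviations of 0.176, 0.206, 0.029 and -0.004. Under size factors the HPNE splits turned to 1509 higher and 1079 lower for PANC-1 EV and to 2826 higher and 2296 lower for PPCL-68 EV, and the HPDE splits to 3706 higher and 3566 lower and to 4073 higher and 3952 lower. Both controls gave the same direction for most shared calls in HPDE: of 6119 genes called against both after PANC-1 EV, 6052 had the same direction, and 6842 of 6904 did so after PPCL-68 EV. In HPNE the numbers were 637 of 831 and 2197 of 2346. The vesicle group is common to both comparisons, so this overlap is not independent evidence.

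Residual medium was itself compared with fresh medium. In HPNE 5052 genes differed (2153 higher, 2899 lower), more than after either vesicle type relative to residual medium, and 951 differed by at least 1 on the log2 scale. In HPDE 2443 genes differed (1214 higher, 1229 lower), 56 of them by at least 1. With the replicate number as a block the counts were 4941 and 2028; the correlation of same-numbered deviations between these 2 groups was -0.432 in HPNE and -0.004 in HPDE. Size factors changed the HPNE split to 3329 higher and 2085 lower and moved the median log2 difference of all genes by 0.11, from -0.048 to 0.063; the HPDE split became 1311 higher and 1098 lower. In HPNE, IL8 rose from 3.21 ± 1.29 to 1492 ± 548 FPKM (SD, n = 3; log2 difference 8.43, SE 0.29, adjusted p 8.17e-08), CXCL1 from 0.777 ± 0.038 to 186 ± 53.1 FPKM and CXCL5 from 0.747 ± 0.208 to 135.6 ± 64.9 FPKM. ADH1B fell from 135.7 ± 21.0 to 4.94 ± 7.88 FPKM, SCG2 from 106.0 ± 22.7 to 5.94 ± 1.71 FPKM and OSR2 from 25.2 ± 12.7 to 1.27 ± 1.37 FPKM. In HPDE, DEFB4A, SPRR2A and LCN2 rose most, with log2 differences of 3.01, 2.95 and 2.72, and H19, PHACTR3 and CCBE1 fell most, with -1.55, -1.34 and -1.17. DEFB4A and SPRR2A have close copies, whose reads may have been divided between them.

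**Figure D2:**
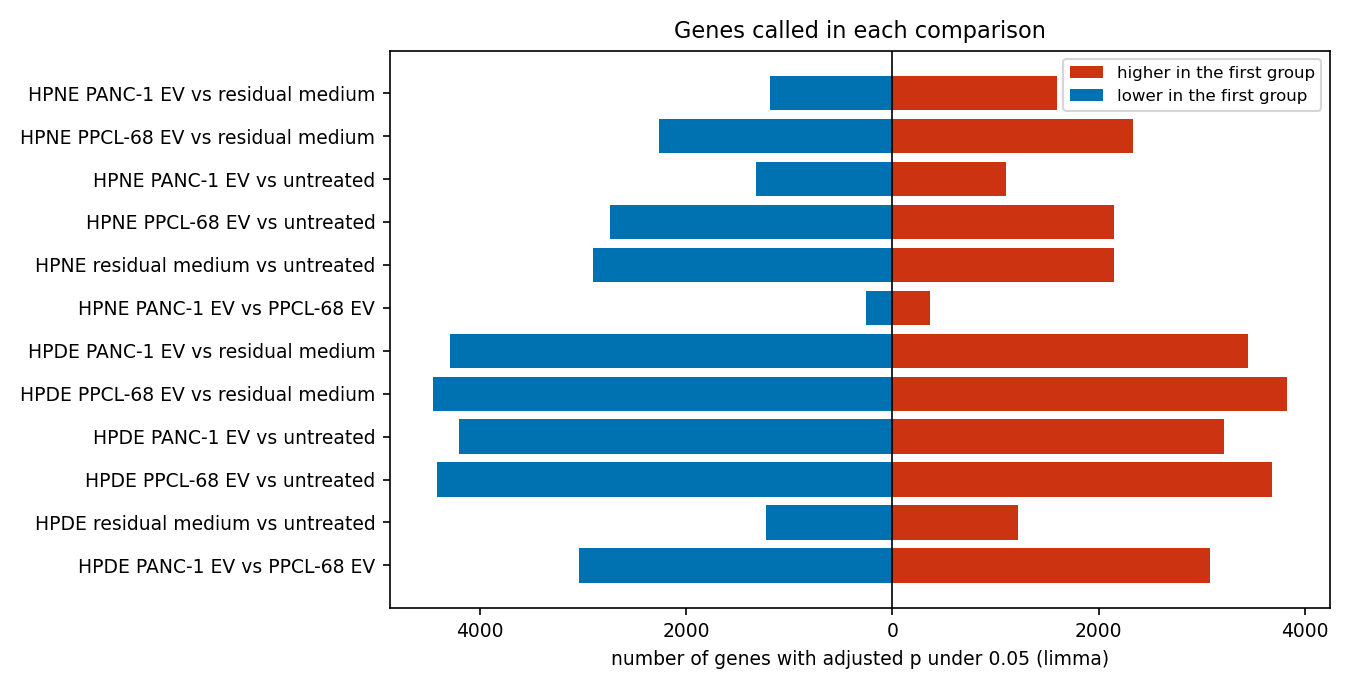
Number of genes with a limma adjusted p under 0.05 in each of the 12 comparisons; bars to the right count genes higher in the first group named and bars to the left genes lower in it. The counts run from 629 (HPNE, PANC-1 EV vs PPCL-68 EV) to 8281 (HPDE, PPCL-68 EV vs residual medium).

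The vesicle types were then compared directly. In HPNE 629 genes differed between them (370 higher with PANC-1 EV, 259 lower) and in HPDE 6123 (3084 higher, 3039 lower). With the replicate number as a block the counts were 550 and 5789, with a correlation of same-numbered deviations of 0.452 in HPNE and -0.013 in HPDE. To compare the vesicle effects without a shared control, log2 differences with separate references were correlated across genes, which are not independent replicates. In HPDE, Pearson's r was 0.681 (Spearman 0.645) for PANC-1 EV vs residual medium and PPCL-68 EV vs untreated, and 0.680 (Spearman 0.673) with the references exchanged. In HPNE r was 0.046 (Spearman 0.064) and 0.190 (Spearman 0.189), where the references themselves differed for 5052 genes. With residual medium as the shared reference, 2137 of 2144 genes called with both vesicle types in HPNE had the same direction, and 5659 of 6039 in HPDE. Both comparisons use the same residual medium libraries, so shared directions can arise without a common vesicle effect. Leaving out single libraries moved the first HPNE r between -0.044 and 0.169 and the second between 0.090 and 0.271.

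Among genes with the largest changes after vesicles relative to residual medium, UNC5B rose in HPNE from 10.8 ± 10.6 to 64.1 ± 4.26 FPKM with PANC-1 EV (log2 difference 2.83, SE 0.43, adjusted p 0.00166) and to 88.1 ± 3.64 FPKM with PPCL-68 EV (log2 difference 3.28, SE 0.43, adjusted p 0.000305). TRIB3 rose from 29.3 ± 26.1 to 155 ± 4.10 and 162 ± 31.4 FPKM. ABCA1 was the third with PANC-1 EV (log2 difference 2.53) and SLC7A2 with PPCL-68 EV (log2 difference 2.89). LMNB1, KIF20A and KIFC1 fell most with PANC-1 EV (log2 differences -2.03, -1.996 and -1.92). RGS4, TMEM158 and KIF20A fell most with PPCL-68 EV (log2 differences -2.69, -2.56 and -2.51). The HPNE residual medium libraries spread widely for LMNB1 (17.3 ± 8.74 FPKM) and KIFC1 (23.4 ± 13.4 FPKM). Residual medium alone also raised a list of proliferation genes in HPNE by 1.55, and PANC-1 EV relative to untreated cells differed by 0.25. Falls relative to residual medium may thus partly reflect a raised reference, and no values of these genes in untreated cells are given here. In HPDE, LURAP1L rose from 1.71 ± 0.165 to 25.2 ± 0.888 FPKM with PANC-1 EV and to 28.6 ± 1.53 FPKM with PPCL-68 EV. DDIT3 and GDF15 followed with PANC-1 EV (log2 differences 2.67 and 2.65), and DHRS2 and UPP1 with PPCL-68 EV (log2 differences 2.93 and 2.89). HSPA8 fell from 1111 ± 66.2 to 238 ± 6.90 FPKM with PANC-1 EV (log2 difference -2.22, SE 0.06, adjusted p 2.41e-12), followed by KRTAP2-3 and HMGCS1 (log2 differences -2.05 and -1.84). FGFBP1, KRTAP2-3 and APLN fell most with PPCL-68 EV (log2 differences -3.44, -3.39 and -3.07). KRTAP2-3 belongs to a family of near-identical genes and its value is uncertain.

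The UPR was then addressed with the list of 62 genes, of which 62 were tested in HPNE and 61 in HPDE. Relative to residual medium, the mean log2 difference of the list was 0.36 in HPNE with PANC-1 EV, not past the threshold by camera in limma (adjusted p 0.173), and 0.55 with PPCL-68 EV (adjusted p 0.000713). In HPDE it was 0.50 with PANC-1 EV (adjusted p 7.11e-06) and 0.86 with PPCL-68 EV (adjusted p 1.78e-19). Relative to untreated cells it was 0.45 and 0.64 in HPNE (adjusted p 7.97e-07 and 2.87e-08) and 0.53 and 0.89 in HPDE (adjusted p 1.08e-06 and 4.07e-20). With the replicate number as a block, the 4 adjusted p-values against residual medium were 0.135, 0.000447, 6.76e-06 and 2.04e-19, and the 4 against untreated cells were 5.32e-07, 1.89e-08, 1.13e-06 and 4.51e-20; the mean correlation of same-numbered deviations was 0.027 in HPNE and -0.041 in HPDE. The choice that moved these tests most was the inter-gene correlation: estimated from the data, it left only PPCL-68 EV in HPDE past the threshold, against residual medium and against untreated cells alike (adjusted p 0.0118 in each). In all 8 comparisons of vesicles with a control, each of the 3 vesicle libraries had a higher list mean than each of the 3 control libraries, the most extreme order that this design can give (exact permutation p = 0.1, the smallest it allows). Residual medium relative to fresh medium gave 0.09 in HPNE (adjusted p 0.00768 by camera; exact permutation p = 0.6) and 0.02 in HPDE (adjusted p 0.434; exact permutation p = 0.3); with the block the adjusted p-values were 0.00651 and 0.403. The HPNE value fell to -0.00074 without residual medium replicate 3.

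Adjusted over all genes, 35 of the 62 listed genes differed in HPNE after PANC-1 EV relative to residual medium (24 higher, 11 lower) and 41 after PPCL-68 EV (31 higher, 10 lower). In HPDE 45 of 61 (31 higher, 14 lower) and 55 of 61 (53 higher, 2 lower) differed. Adjusted over the list alone, the counts were 38, 48, 45 and 55. Residual medium relative to fresh medium gave a similar count in HPNE, 33 of 62 (23 higher, 10 lower), and 17 of 61 in HPDE (10 higher, 7 lower). Relative to untreated cells, 16 (16 higher, 0 lower) and 35 (31 higher, 4 lower) differed in HPNE after PANC-1 EV and PPCL-68 EV, and 48 (34 higher, 14 lower) and 55 (53 higher, 2 lower) in HPDE. Of the 10483 genes tested in both lines, 713 were higher in all 4 comparisons and 608 were lower, among them 21 and 0 listed UPR genes.

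The parts of the list moved differently. The ATF4 part rose in all 4 comparisons with residual medium, by 1.15 and 1.45 in HPNE (adjusted p 1.24e-10 and 2.01e-11, camera in limma) and by 1.19 and 1.26 in HPDE (adjusted p 8.11e-15 and 2.49e-14). The ATF6 part rose by 0.61 and the XBP1 part by 0.60 with PPCL-68 EV in HPDE (adjusted p 7.51e-06 and 1.16e-07). With PANC-1 EV in HPDE these parts differed by 0.05 and 0.07, which did not pass the threshold. In HPNE relative to residual medium the ATF6 part differed by -0.12 and -0.02 and the XBP1 part by -0.20 and -0.09 with PANC-1 EV and PPCL-68 EV; of these only the XBP1 part with PANC-1 EV passed the threshold (adjusted p 0.000336). Relative to untreated HPNE cells the ATF6 part was higher by 0.29 and 0.40 with PANC-1 EV and PPCL-68 EV (adjusted p 0.00514 and 0.00399; 0.33 and 0.321 with the inter-gene correlation estimated). The ATF4 part was higher there by 0.87 and 1.17 (adjusted p 1.49e-09 and 5.5e-09). The XBP1 part was higher by 0.18 with PPCL-68 EV, not past the threshold (adjusted p 0.0535), but past it with the replicate block (adjusted p 0.0493; correlation of same-numbered deviations 0.206), with size factors (0.033) and with no filter (0.0101). Residual medium alone raised the ATF6 part by 0.42 and the XBP1 part by 0.27 in HPNE (adjusted p 0.00418 and 0.000233). It changed the ATF4 part there by -0.27, not past the threshold (adjusted p 0.464), and by -0.57 without residual medium replicate 3 (adjusted p 0.000777). With the inter-gene correlation estimated, the ATF4 part stayed past the threshold in HPDE (adjusted p 0.0414 with each vesicle type) and not in HPNE (adjusted p 0.251 and 0.24). The rises of the ATF6 and XBP1 parts with PPCL-68 EV in HPDE no longer passed it (adjusted p 0.144 and 0.0643), nor did the fall of the XBP1 part with PANC-1 EV in HPNE (adjusted p 0.194) or the rises of the ATF6 and XBP1 parts with residual medium alone in HPNE (adjusted p 0.321 and 0.184).

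**Figure D3:**
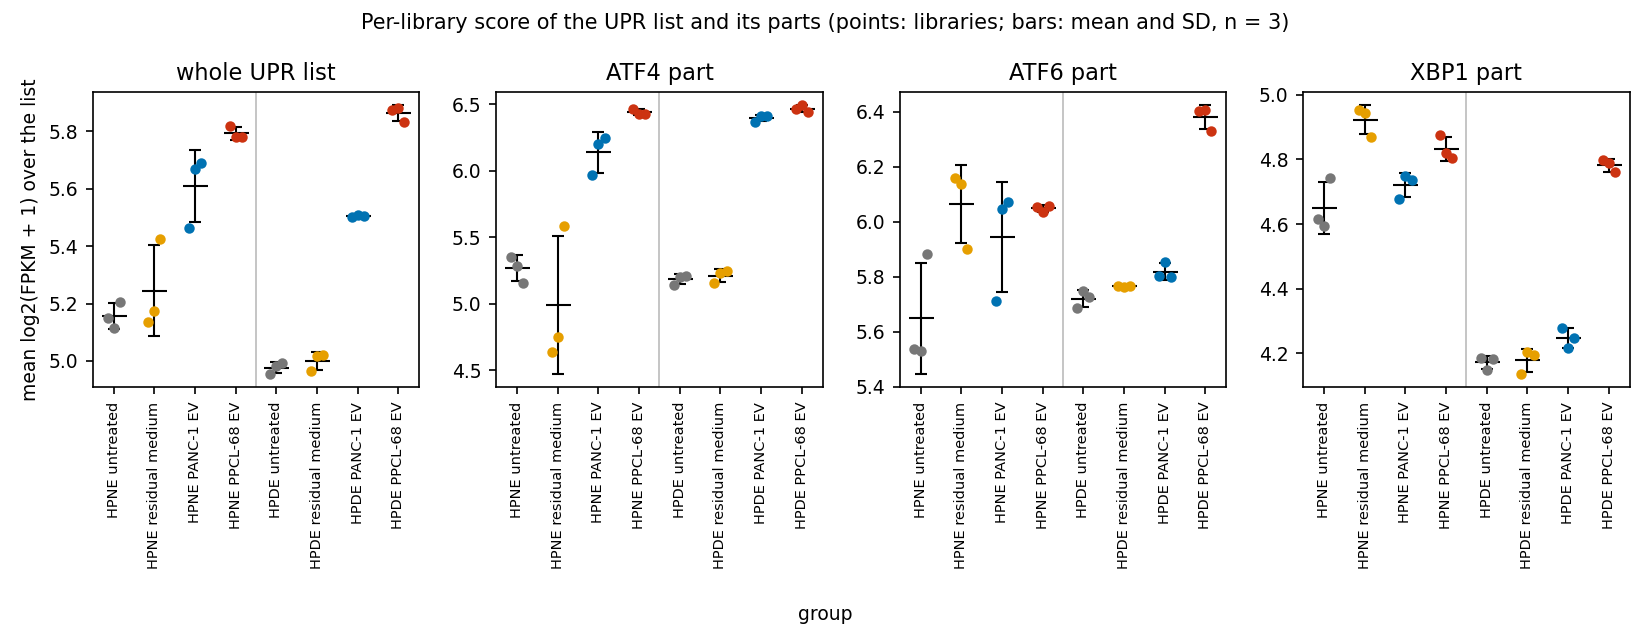
Mean log2(FPKM + 1) over the UPR list and over its ATF4, ATF6 and XBP1 parts, 1 point per library, with the mean and SD of each group of 3; each panel has its own vertical scale, which does not start at 0. The ATF4 part has means of 5.21 in HPDE with residual medium, 6.40 with PANC-1 EV and 6.47 with PPCL-68 EV, while the ATF6 part reaches 6.38 only with PPCL-68 EV, against 5.82 with PANC-1 EV.

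Of the 6 markers, DDIT3 (ENSG00000175197) rose from 6.21 ± 3.54 FPKM with residual medium to 28.8 ± 1.34 with PANC-1 EV and 29.4 ± 11.3 with PPCL-68 EV in HPNE (log2 differences 2.15 and 2.12, SE 0.34; adjusted p 0.00193 and 0.000906). In HPDE it rose from 7.39 ± 1.496 to 51.9 ± 1.38 and 38.2 ± 0.384 FPKM (log2 differences 2.67 and 2.24, SE 0.09; adjusted p 1.75e-11 and 6.1e-11). HSPA5 (ENSG00000044574), which encodes the main chaperone of the endoplasmic reticulum, had 283 ± 37.4 FPKM with residual medium in HPNE, 292 ± 48.1 with PANC-1 EV (log2 difference 0.04, SE 0.16, adjusted p 0.883) and 458 ± 19.9 with PPCL-68 EV (log2 difference 0.70, adjusted p 0.00655). In HPDE it had 357 ± 12.6, 469.9 ± 18.02 and 847 ± 52.6 FPKM (log2 differences 0.40 and 1.24, SE 0.05; adjusted p 1.99e-05 and 1.13e-10). ATF4, XBP1, ATF3 and HERPUD1 were higher in all 4 comparisons, with log2 differences from 0.48 (ATF4 in HPDE with PANC-1 EV) to 2.31 (ATF3 in HPNE with PPCL-68 EV) and adjusted p under the threshold. ATF4 in HPNE with PANC-1 EV had an adjusted p of 0.0444, and 8 of its alternatives no longer passed the threshold, among them the replicate block (adjusted p 0.0712; correlation of same-numbered deviations -0.089); the same held for 5 alternatives of HERPUD1 and, among the genes with large falls, for 2 of KIFC1, in the same comparison. XBP1 was measured as a gene, and its splice forms were not analysed here.

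The comparator lists showed whether the UPR list stood apart. Cholesterol synthesis genes were lower than with residual medium, by mean log2 differences of -0.56 and -1.11 in HPNE and -0.75 and -0.91 in HPDE (adjusted p 3.75e-07, 4.9e-12, 3.27e-10 and 3.44e-11); with the inter-gene correlation estimated none of these passed the threshold (adjusted p 0.259, 0.153, 0.0707 and 0.0643). Proliferation genes differed by -1.301 and -1.77 in HPNE and by -0.64 and -0.95 in HPDE (adjusted p 7.18e-09, 3.51e-09, 9.68e-12 and 2.89e-13). Relative to untreated HPNE cells, the same proliferation list differed by 0.25 and -0.22, neither past the threshold, since residual medium alone had raised it by 1.55 (adjusted p 1.03e-08; exact permutation p = 0.2). Inflammation genes rose by 2.66 with residual medium alone in HPNE and by 0.95 in HPDE (adjusted p 4.48e-16 and 3.89e-30), and by a further 0.55, 0.71, 0.87 and 0.38 with vesicles relative to residual medium. The interferon list rose by 0.67, 0.73 and 0.38 and did not pass the threshold with PPCL-68 EV in HPDE, where it differed by -0.21. Hypoxia genes differed by -0.64 and -0.695 in HPNE (adjusted p 1.83e-08 and 1.49e-06) and by -0.0065 and 0.018 in HPDE, not past the threshold. Relative to untreated HPNE cells the hypoxia list differed by 0.034 and -0.022, neither past the threshold. Residual medium alone had raised it there by 0.67 (adjusted p 1.26e-06, and 0.259 with the inter-gene correlation estimated). TGF-beta genes did not pass the threshold in any of the 4. With no filter on low values they did with PANC-1 EV in HPDE (-0.11, adjusted p 0.0317, against -0.10 and 0.298 with the filter). In all, 40 of the 60 comparator list tests passed the threshold, so the UPR list was one of several that moved, as did 17 of the 30 tests of its parts; with the inter-gene correlation estimated, 14 of the 60 and 4 of the 30 did. Under that alternative the HPNE differences from residual medium after PANC-1 EV and PPCL-68 EV no longer passed it for proliferation (adjusted p 0.352 and 0.346), inflammation (0.268 and 0.259), interferon (0.29 and 0.321) or hypoxia (0.221 and 0.259). The rise of the proliferation list with residual medium alone in HPNE (0.354) no longer passed it either, nor did, in HPDE, inflammation with PPCL-68 EV (0.281) and interferon with PANC-1 EV (0.363).

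**Figure D4:**
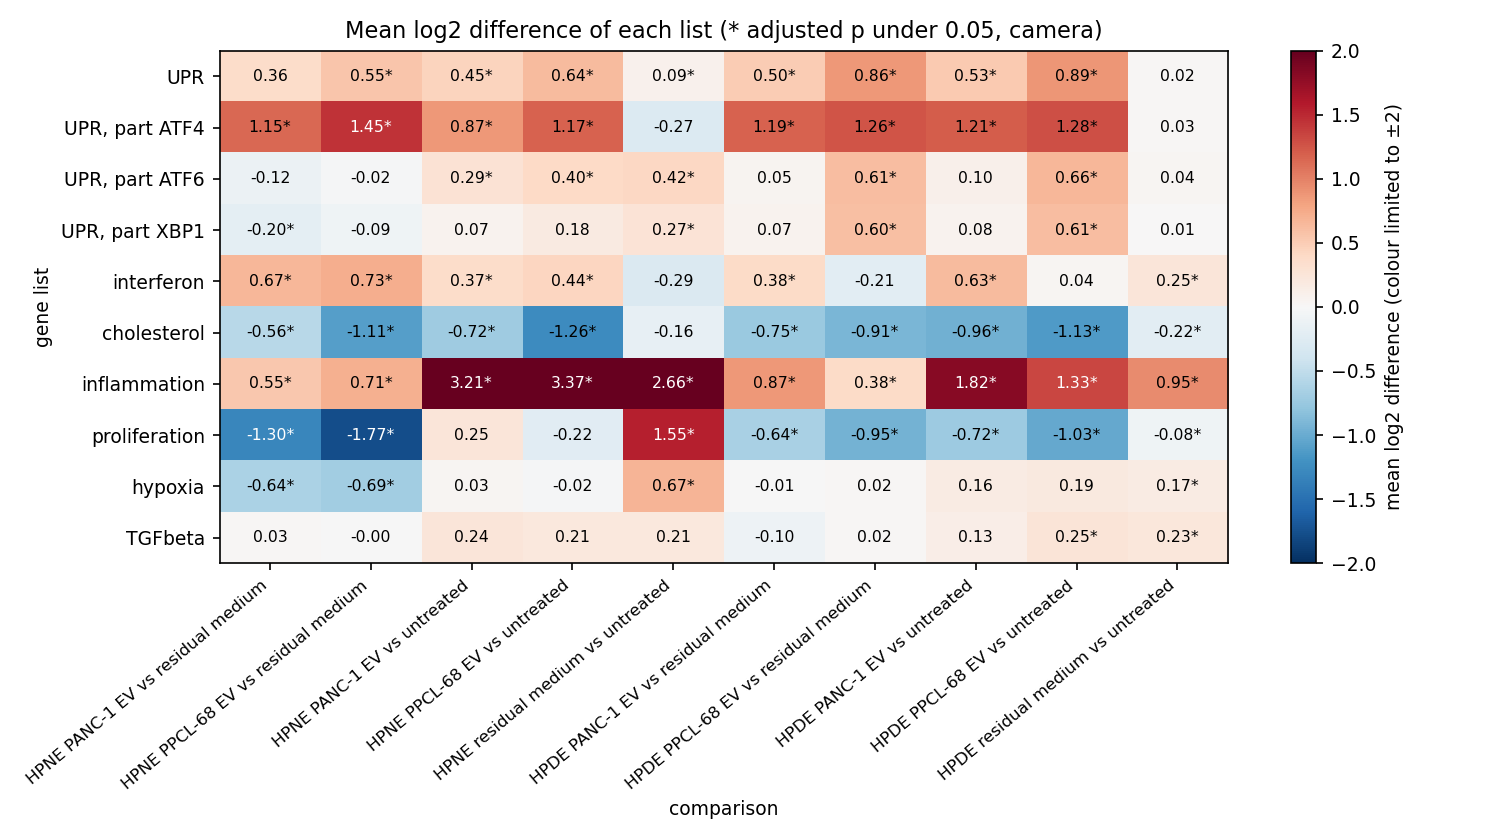
Mean log2 difference of the UPR list, its 3 parts and 6 comparator lists (vertical axis) in 10 comparisons (horizontal axis), with the value in each cell; an asterisk marks an adjusted p under 0.05 by camera with the preset inter-gene correlation. The largest rise is 3.37 (inflammation, HPNE PPCL-68 EV vs untreated) and the largest fall is -1.77 (proliferation, HPNE PPCL-68 EV vs residual medium).

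The vesicle effects were compared between the lines with an interaction contrast. The effect relative to residual medium differed between HPDE and HPNE for 2622 of 12377 genes with PANC-1 EV (1071 with a higher effect in HPDE, 1551 lower) and for 3183 with PPCL-68 EV (1500 higher, 1683 lower). With the replicate number within each line as a block the counts were 2580 and 3112; the mean correlation of same-numbered deviations was 0.027 in HPNE and -0.041 in HPDE. Under size factors the splits turned to 1423 higher and 1287 lower with PANC-1 EV and to 1825 higher and 1521 lower with PPCL-68 EV. Of genes called in both lines, 1793 of 1981 had the same direction with PANC-1 EV and 3108 of 3380 with PPCL-68 EV. The UPR list rose more in HPDE, by 0.15 with PANC-1 EV and by 0.30 with PPCL-68 EV (adjusted p 0.000798 and 3.18e-07 by camera). With the block the adjusted p-values were 0.00101 and 1.03e-06. These tests were not run with the inter-gene correlation estimated. By part, the difference was 0.17 and 0.63 for ATF6, 0.27 and 0.69 for XBP1 and 0.02 and -0.23 for ATF4; the parts were given no adjusted p here. Without residual medium replicate 3 of HPNE the PANC-1 EV value of the UPR list was 0.055 (adjusted p 0.272). The comparator lists were also given no adjusted p here. Their difference was 0.66 and 0.82 for proliferation, 0.65 and 0.74 for hypoxia and 0.31 and -0.30 for inflammation. It was -0.21 and 0.14 for cholesterol synthesis, -0.09 and -0.76 for interferon and -0.14 and 0.018 for TGF-beta. The UPR difference was thus not the largest with either vesicle type. These differences depend on the reference, and none relative to untreated cells was tested. Relative to untreated cells, the proliferation list differed by 0.25 and -0.22 in HPNE and by -0.72 and -1.03 in HPDE, the opposite order. With PANC-1 EV the ATF6 part differed there by 0.29 in HPNE and 0.097 in HPDE, also the opposite order. The UPR list kept its order, at 0.45 and 0.64 in HPNE and 0.53 and 0.89 in HPDE.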

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

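The tests on splits of the samples and on single libraries in this part were chosen after the results had been seen.

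The effect of vesicles relative to residual medium differed between HPDE and HPNE by a direct test of the difference, for 2622 genes with PANC-1 EV and 3183 with PPCL-68 EV. For the UPR list the difference in mean log2 effect was 0.15 and 0.30 (0.146 and 0.303 to 3 digits). Exchanging same-numbered vesicle and residual medium libraries within each line gives 32 splits. With PANC-1 EV, 6 of the 32 gave as many genes, and 25 of the 32 gave as large a difference for the UPR list; with PPCL-68 EV the numbers were 8 and 20. One of these splits exchanges all 3 pairs of one line, which turns the difference of the effects into their sum and gave 6711 and 7793 genes, so splits can reach the observed values through the vesicle effects themselves, and this count does not decide whether the lines differ.

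Of the genes called, 593 of 2622 with PANC-1 EV (22.6%) and 694 of 3183 with PPCL-68 EV had a mean FPKM under 1 in one of the lines, against 15.3% of all genes tested. For these genes the difference cannot be told apart from expression in a single line; the other genes called, which are the larger number, had a mean FPKM of at least 1 in both lines. Of the 62 UPR genes, 62 were tested in HPNE and 61 in HPDE. The HPNE libraries spread more, and leaving out replicate 3 of residual medium in HPNE did not lower the counts: the lower of the 2 was 4314. The same omission reduced the UPR difference with PANC-1 EV to 0.0554 (adjusted p 0.272 in limma, within a range of 3.15e-05 to 0.272 over its alternatives). The UPR difference with PANC-1 EV may thus rest on that library. The difference with PPCL-68 EV ranged from 0.213 to 0.358 over the alternatives run, with an adjusted p of at most 0.00387 by camera. An estimated inter-gene correlation, the choice that moved the other UPR list tests most, was not among them. A difference between the lines in response is a hypothesis, found and tested on the same data and only relative to residual medium. Residual medium itself changed both lines.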

How the results depend on the processing

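Gene counts kept within 1.5 times of their value in 78 of 82 changes of processing and in 75 of 96 fits that left out one library. The exceptions were 1436 genes (HPNE PANC-1 EV vs residual medium) and 323 (HPNE PANC-1 EV vs PPCL-68 EV) with only the 6 libraries compared, and 335 (the same) and 1527 (HPDE residual medium vs untreated) with no filter; the cause was not tested. Leaving out one library gave 1344 to 4443 genes for HPNE PANC-1 EV vs residual medium, 1046 to 3070 for HPNE PANC-1 EV vs untreated, 3044 to 6049 for HPNE residual medium vs untreated, 135 to 916 for HPNE PANC-1 EV vs PPCL-68 EV, 1423 to 2110 for HPDE residual medium vs untreated and 1999 to 4314 for the cell line difference with PANC-1 EV. limma voom on the recovered reads, with 100% of values whole, called 2924, 4602, 7833 and 8331 genes in the 4 comparisons of vesicles with residual medium. For the cell line differences it called fewer genes than the main fit, 2006 against 2622 with PANC-1 EV and 2495 against 3183 with PPCL-68 EV.

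The 10 UPR list tests kept their direction in every processing alternative. Estimating the inter-gene correlation left 6 no longer past the threshold at unchanged means: 0.55 for HPNE PPCL-68 EV vs residual medium (adjusted p 0.195), 0.45 and 0.64 for HPNE PANC-1 EV and PPCL-68 EV vs untreated (0.0888 and 0.0849), 0.089 for HPNE residual medium vs untreated (0.286), and 0.50 and 0.53 for HPDE PANC-1 EV vs residual medium and untreated (0.101 and 0.0888). Leaving out one library gave 0.31 to 0.45 for HPNE PANC-1 EV vs residual medium, which passed the threshold in 2 of its fits, and -0.00074 to 0.14 for HPNE residual medium vs untreated. For the cell line difference with PANC-1 EV the range was 0.055 to 0.20; an estimated inter-gene correlation was not run for the cell line differences.

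Among the markers, HSPA5 in HPNE with PANC-1 EV changed sign with size factors (-0.027) and ranged from -0.074 to 0.18 without single libraries. Of 60 named results, 4 changed in any alternative: 11 of 360 fits without a library and 4 of 300 others lost significance. The correlations between vesicle sources in HPDE moved to 0.667 and 0.668 with a pseudocount of 0.1 and to 0.644 and 0.647 with no filter.

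Signs changed for lists that did not differ. With size factors these were TGF-beta in HPNE PANC-1 EV vs residual medium (-0.031), hypoxia in HPNE PPCL-68 EV vs untreated (0.060) and hypoxia in HPDE PANC-1 EV vs residual medium (0.024). TGF-beta in HPNE PPCL-68 EV vs residual medium changed with a pseudocount of 0.1 (0.010) and voom (0.016), and hypoxia in HPDE PPCL-68 EV vs residual medium with no filter (-0.0023). Without single libraries the ranges were -0.045 to 0.105 and -0.095 to 0.134 for TGF-beta in HPNE PANC-1 EV and PPCL-68 EV vs residual medium, -0.0053 to 0.046 for TGF-beta in HPDE PPCL-68 EV vs residual medium, -0.059 to 0.092 and -0.138 to 0.054 for hypoxia in HPNE PANC-1 EV and PPCL-68 EV vs untreated, -0.012 to 0.00040 for hypoxia in HPDE PANC-1 EV vs residual medium, -0.38 to 0.092 for proliferation in HPNE PPCL-68 EV vs untreated, -0.025 to 0.073 for interferon in HPDE PPCL-68 EV vs untreated, -0.099 to 0.030 for the ATF6 part in HPNE PPCL-68 EV vs residual medium and -0.0071 to 0.027 for the XBP1 part in HPDE residual medium vs untreated. Over the 1080 alternative fits of the 90 other list tests, 41 were weaker and 6 stronger under changed processing, and 6 weaker and 6 stronger without a library; a test can count more than once, and 57 of the 90 changed in at least 1 fit.

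The splits of the samples were tested after the results had been seen. For each pairwise comparison, 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs. The real split alone, 1 of 4, reached its number of genes in all 12 comparisons, and its UPR list mean in 9 of 10; for HPNE residual medium vs untreated 2 of 4 did. Over all 10 splits, of which the others part 1 pair, 1 reached the number of genes, while 6 and 3 reached the UPR list mean of residual medium vs untreated in HPNE and HPDE; the most genes any of the others gave was 36 (HPNE PANC-1 EV vs untreated). A share under 0.05 is out of reach with 3 libraries against 3. Any other split also mixes both treatments within a group, which widens the spread and lowers the number of genes called. The low counts of the other splits thus do not argue against chance.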

Other observations

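The tests of a shared difference among HPNE libraries, of mislabelling and of the median against the mean of the UPR list were chosen after the result had been seen; the other tests were chosen before their own results, though after the patterns they address.

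In each HPNE group 1 of 3 libraries lay apart. Library depth does not account for it: after thinning to 29209142 reads the median distance ratio was 2.31. GC content and gene length explained little of the variance of the shift (R2 at most 0.0509). Across genes, the shifts of the 4 groups correlated with a median |r| of 0.565; those of residual medium, PANC-1 EV and PPCL-68 EV were positively related (0.386 to 0.582), and that of untreated ran opposite (-0.513 to -0.589). A shared unlabelled factor, such as a batch or the state of the culture, is a candidate explanation, and the labels give none that could be tested. Of the 4 libraries, 1 lay nearer to the close pair of another group than to its own, replicate 3 of residual medium, whose nearest pair was PANC-1 EV (0.389 against 0.453 root mean square log2). Its ATF4 part score was 5.59, against 4.64 and 4.75 in the other residual medium libraries. The score was 5.35, 5.28 and 5.16 in untreated and 5.96, 6.20 and 6.25 with PANC-1 EV. By this score the library lay nearer to untreated than to PANC-1 EV. Its inflammation score, 4.56, lay nearest to the other residual medium libraries (4.96 and 4.93). That score was 2.15 to 2.17 in untreated and 5.27 to 5.49 with PANC-1 EV. Its proliferation score, 3.28, lay far below the other residual medium libraries (4.981 and 4.997) and near PANC-1 EV (2.99, 3.24 and 3.12). Its hypoxia score, 6.18, was above every other HPNE library. The scores thus differed in the nearest group. A mislabelled or mixed sample cannot be told apart from a real difference between cultures.

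The rise of the UPR list did not follow from the expression level, length or GC content of its genes. Of 10000 random lists matched on expression, length and GC content, 0% reached the observed mean in any of the 4 comparisons with residual medium. Random lists do not share the correlation between the UPR genes, so this share does not measure chance. In HPNE with PANC-1 EV the list did not pass the threshold by camera (adjusted p 0.173). The median log2 difference was 0.488 of the mean (median of the 4 comparisons), from 0.123 in HPNE with PANC-1 EV to 0.845 in HPDE with PPCL-68 EV, so the rise was uneven over the list. In HPNE with PANC-1 EV the ATF4 part as a whole was higher (96% of its genes, median 1.17), while the medians of the ATF6 and XBP1 parts were -0.21 and -0.28. The larger rise of the ATF4 part was not due to its amino acid genes: without 10 of them, the mean was at least 1.016 times that with them (1.18 and 1.51 in HPNE, 1.22 and 1.28 in HPDE). One hypothesis is that both vesicle types engage the ATF4 branch, which stress other than misfolded protein also starts, while relative to residual medium the ATF6 and XBP1 parts rose past the threshold only with PPCL-68 EV in HPDE. Relative to untreated cells the ATF6 part was also higher in HPNE, by 0.29 with PANC-1 EV and 0.40 with PPCL-68 EV, and residual medium alone raised it by 0.42; the XBP1 part with PPCL-68 EV was higher there by 0.18, on either side of the threshold depending on the processing (adjusted p 0.0535 in limma, and 0.0493 with the replicate block). The difference between the vesicle types in these parts was not tested. The ATF6 and XBP1 rises did not pass the threshold with the inter-gene correlation estimated (adjusted p 0.144 and 0.0643), and splits of 3 libraries against 3 cannot give a share under 0.05, so they decide nothing about chance either way.

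Cholesterol synthesis genes fell with both vesicle types in both lines, and 0% of matched random lists fell as far in any of the 4 comparisons. Expression level, gene length and GC content of the listed genes thus do not account for the fall. Random lists do not share the correlation between these genes, and with that correlation estimated none of the 4 tests passed the threshold (adjusted p 0.259 and 0.153 in HPNE, 0.0707 and 0.0643 in HPDE); no other technical and no biological explanation was tested.

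Transfer of RNA from the vesicle source cells was examined through 24094 genes with at most 3 reads in all 12 control libraries. Above that floor in all 3 libraries were 4 genes in HPNE and 22 in HPDE with PANC-1 EV, and 7 and 10 with PPCL-68 EV. The number shared by both lines with the same vesicles was 0, so no gene appeared in both lines with one vesicle type. This count does not address RNA carried over into one line alone, and the RNA of the source cells was not analysed here.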
